A study of Ovis aries with 4 samples.

How the data were processed

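The data are droplet-based single-cell RNA sequencing libraries from frozen striatum, a deep region of the brain, of 4 sheep aged 5 years. There were 4 libraries of 2 kinds, whole cells and nuclei, with 2 libraries per kind. Each library held material of a pool of 2 animals, sheep 1 and 2 or sheep 3 and 4. Per the labels' protocols, whole cells were released from the tissue with papain, an enzyme that digests the material between cells, and nuclei were released by homogenising the tissue in a detergent buffer. The sample titles put sheep 3 and 4 in the second whole cells library. The protocol text of the labels instead names animals 2 and 3 for the second cell suspension. The titles were followed here, and the pairing of libraries by animal pool rests on them.

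The authors deposited 1 matrix of raw counts per library, in which each value is the number of unique molecular identifiers (UMIs) of 1 gene under 1 barcode. A UMI marks a single captured RNA molecule, and a barcode marks a single droplet. Per the file headers, the counts of the whole cells libraries came from Cell Ranger 6.0.1 and those of the nuclei libraries from Cell Ranger 7.0.0. The headers and labels state no genome build, annotation release, rule for keeping barcodes or choice to count intronic reads. The version of the counting program and the kind of library therefore change together. The 4 gene lists deposited with the matrices hold the same 26478 Ensembl sheep gene identifiers in the same order. The list of the nuclei libraries names 17293 of them and that of the whole cells libraries 16643, and 871 identifiers have different names in the lists. Gene names were taken from these lists. No coordinates are given, because the build was not stated.

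Mitochondrial genes were found as an unbroken block of 35 identifiers: 11 named protein genes, 2 ribosomal RNAs and 22 transfer RNAs. The order of the named genes was checked against the mitochondrial genome of the RefSeq assembly ARS-UI_Ramb_v3.0, where all 11 stood in the same order. Ribosomal protein genes were the 64 genes with such a symbol. Per barcode, UMIs, genes with at least 1 UMI and the mitochondrial percent were counted. A usable barcode had at least 200 genes and at most 5% mitochondrial UMIs. Each library measure was summarised as a mean and SD over n = 2 libraries per kind and as the log2 ratio of the geometric means, nuclei over whole cells. The exact two-sided permutation test of 2 against 2 libraries has a smallest possible p of 0.333, so no such comparison can pass 0.05. For genes per barcode at equal depth, each barcode was thinned without replacement to 500 UMIs, and shallower barcodes were left out. Shares of barcodes and nuclei have exact binomial (Clopper-Pearson) 95% intervals and shares of UMIs have Wilson 95% intervals. A count of 0 was given the upper limit of 3 counts of the total. Intervals and limits cover counting error only.

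Counts were summed over all deposited barcodes of each library, because barcodes are not replicates. The sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with composition factors from TMM, genes kept by filterByExpr and Benjamini-Hochberg adjustment at 0.05. Fold changes are nuclei over whole cells. The test was tried on simulated counts for the 15781 tested genes, with 200 genes changed. Of the changed genes that passed the filter, it recovered 66.7% of those changed 4-fold and 93.9% of those changed 16-fold. It called 13 of 14930 unchanged genes. The simulated libraries shared a mean profile and had no shift in composition between the kinds. The simulation therefore does not cover the choice of scaling, on which the real calls depended. Named genes were the 5 with the largest absolute fold change in each direction that had an adjusted p under 0.05, an average log2 CPM of at least 5, a gene symbol and the same direction in both animal pools. Mitochondrial and ribosomal protein genes were reported as classes. A gene with 0 counts in both whole cells libraries has only a lower bound on its fold, computed with 3 counts in their place. Gene sets were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over 18 sets. DESeq2 1.42.0 was an alternative test.

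Libraries were paired by animal pool through the sample titles. Over 1806 genes the deviations of same-pool libraries from their group means had a correlation of -0.015. The fits reported first have no block for the pool, and fits with the block are given where they changed a call or a count of calls by over 1.5 times.

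Usable barcodes of each kind were clustered with scanpy 1.11.5. Steps were removal of doublets called by Scrublet at an expected rate of 0.08, scaling to 10000 UMIs, log transformation, 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 0.5. The nuclei libraries were clustered together without integration. Scrublet called 388 of 8700 nuclei (4.46%) in nuclei replicate 1 and 0 of 8388 in nuclei replicate 2, so it did not work in the latter and doublets remained there. A cluster was named after the class with most markers at least 2-fold above the other clusters and detected in at least 5% of its nuclei. A name needed 3 markers and was withheld where classes tied for the most markers or where the leading 10 genes pointed to another class. At least 30 barcodes were needed to cluster a kind of library. The names are "like" a cell class and rest on marker lists alone. Of the listed markers, MBP, MAL, ALDH1L1, ADGRV1, DRD1, GPR52, MEG3, PTPRB, CFAP299, DNAH9, CFAP54, HBA1 and HSP90AA1 had no identifier under that name.

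The groups, the main tests, the marker and gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The thresholds and tie rule for naming clusters and the tests of explanations in the closing part marked there were set later. Alternatives covered the filters on barcodes and genes, the scaling, the test, the depth, the block for the animal pool, leaving out each library in turn, and the settings of the clustering. The relation of fold change to gene length was not analysed here, because no gene lengths under these identifiers were used. Genes were not tested within a cell class, because no class had at least 50 barcodes in all 4 libraries.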

Results

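The series asked how whole cells and isolated nuclei compare as input for droplet-based single-cell RNA sequencing of frozen brain. Striatum from 4 sheep was processed in both ways. Each kind of library had 2 replicates, 1 from the pool of sheep 1 and 2 (replicate 1) and 1 from the pool of sheep 3 and 4 (replicate 2). The deposited matrices held 1115058 UMIs in whole cells replicate 1, 19241918 in whole cells replicate 2, 70473292 in nuclei replicate 1 and 51102420 in nuclei replicate 2. With mitochondrial genes left out, the totals were 125974, 2512837, 69924470 and 50705635 UMIs in the same order. The libraries detected 9405 and 15622 genes from whole cells and 21520 and 21569 from nuclei, out of 26478 listed genes.

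The first comparison concerned how many barcodes each kind of library gave. Whole cells gave 2162 and 32500 barcodes (17331 ± 21452, SD, n = 2) and nuclei gave 8815 and 8723 (8769 ± 65.1, SD, n = 2). The log2 ratio of nuclei over whole cells was 0.07, with 2.03 in the pool of sheep 1 and 2 and -1.90 in the pool of sheep 3 and 4. The difference between the kinds was smaller than the spread between the whole cells replicates (exact two-sided permutation p = 1). Without whole cells replicate 1 the ratio was -1.89, and without whole cells replicate 2 it was 2.02. Only 68 and 269 whole cells barcodes had at least 200 genes, against 8810 and 8720 nuclei barcodes, and counting these alone moved the log2 ratio to 6.02.

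The second comparison concerned the content of each barcode. The median was 348 and 504 UMIs per barcode in whole cells (426 ± 110.3, SD, n = 2) and 2612 and 2042 in nuclei (2327 ± 403, SD, n = 2), a log2 ratio of 2.46. The lowest UMI number among the deposited barcodes was 249 and 360 in whole cells and 500 in both nuclei libraries. The median number of genes per barcode was 40 and 72 in whole cells (56 ± 22.6, SD, n = 2) and 1331 and 1158 in nuclei (1244.5 ± 122, SD, n = 2), a log2 ratio of 4.53. For both measures each nuclei library lay above each whole cells library, and the exact two-sided permutation p of 0.333 was the smallest that 2 against 2 libraries allow. Leaving out mitochondrial genes, an alternative chosen after seeing the data, moved the log2 ratio of UMIs most, to 5.60. That of genes moved most among barcodes with at least 200 genes, to 2.03, where that of UMIs was 1.58. Among the 1000 barcodes with most UMIs in each library the log2 ratios were 5.06 for UMIs and 6.31 for genes.

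**Figure D1:**
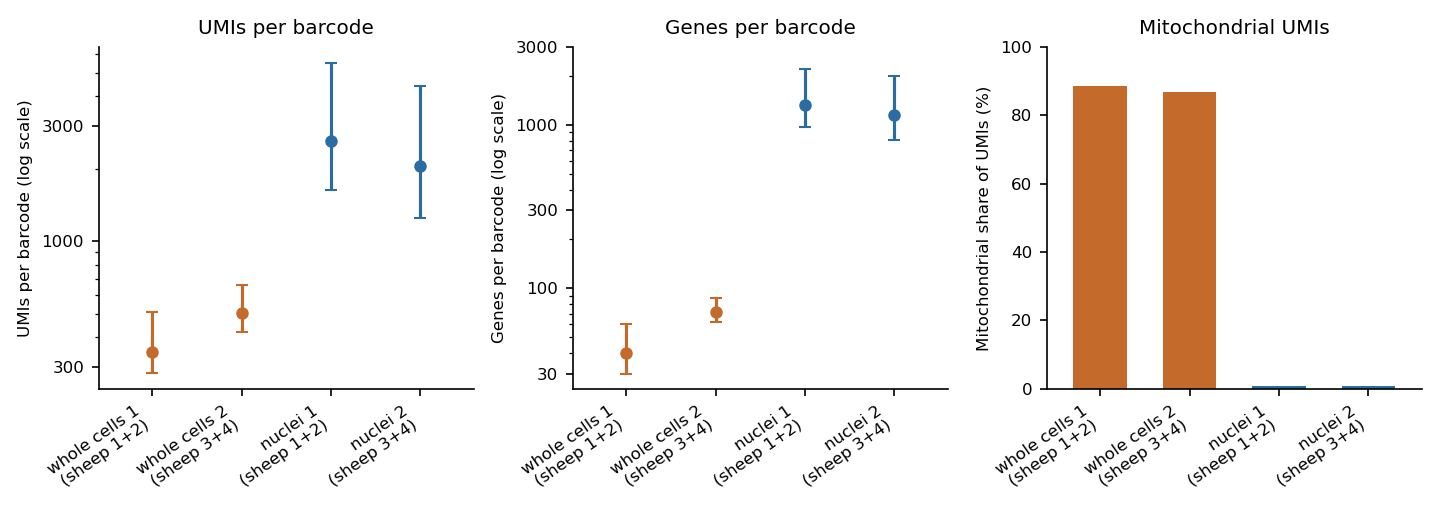
UMIs per barcode, genes per barcode (points are medians and bars the 25th to 75th percentiles over all deposited barcodes, on log scales) and the percent of each library's UMIs from mitochondrial genes (bars), for the 4 libraries. The medians of the nuclei libraries, 2612 and 2042 UMIs and 1331 and 1158 genes, lie above those of the whole cells libraries, and the mitochondrial share lies far below.

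Mitochondrially encoded genes took 88.7% and 86.9% of the UMIs in whole cells (87.8% ± 1.25, SD, n = 2) and 0.779% and 0.776% in nuclei (0.778% ± 0.00164, SD, n = 2). The log2 ratio was -6.82, with pools at -6.83 and -6.81. Leaving out the barcodes with under 200 genes moved it most, to -6.21. In whole cells replicate 1 the mitochondrial UMIs divided into 44.3% of all UMIs for the ribosomal RNAs (Wilson 95% interval 44.2 to 44.4%) and 44.2% for the protein genes. The same shares in whole cells replicate 2 were 42.1% and 44.4%. Without mitochondrial genes the median barcode held 33 and 67 UMIs in whole cells and 2589 and 2010 in nuclei. Genes of ribosomal proteins took 18.2% and 15.3% of the non-mitochondrial UMIs in whole cells (16.7% ± 2.09, SD, n = 2), against 0.266% and 0.303% in nuclei (0.284% ± 0.0267, SD, n = 2).

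**Figure D2:**
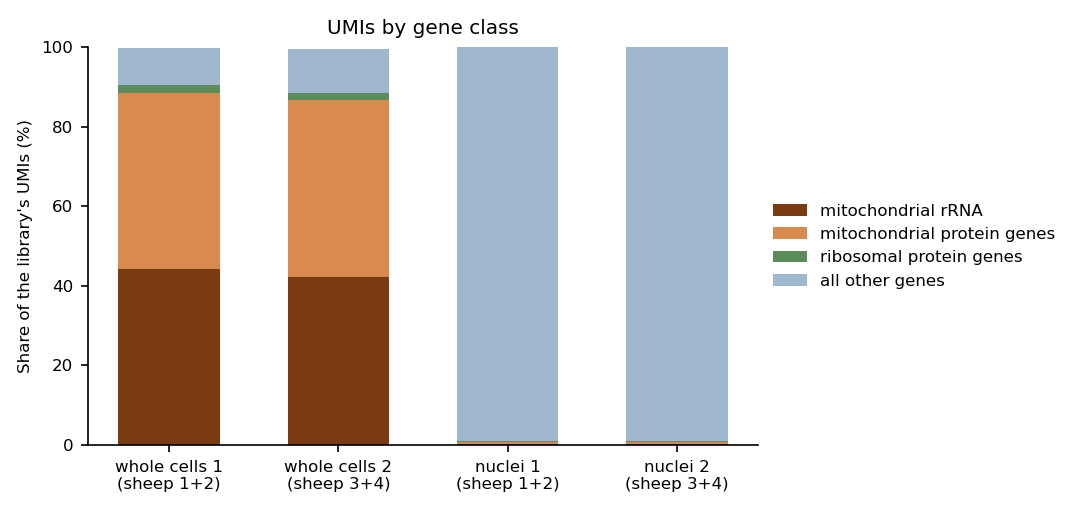
Share of each library's UMIs (percent, stacked bars) from mitochondrial ribosomal RNAs, mitochondrial protein genes, ribosomal protein genes and all other genes. Mitochondrial transfer RNAs, at most 0.380% of a library, are not drawn. All other genes make up 9.24% and 11.1% of UMIs in whole cells and 99.0% and 98.9% in nuclei.

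The third comparison counted usable barcodes, those with at least 200 genes and at most 5% mitochondrial UMIs. Nuclei replicate 1 had 8700 of 8815 (98.7%, exact binomial 95% interval 98.4 to 98.9%) and nuclei replicate 2 had 8388 of 8723 (96.2%, interval 95.7 to 96.6%). Whole cells had 0 of 2162, which allows a share of up to 0.139%, and 0 of 32500, which allows up to 0.00923%. With 3 counts in place of each 0, nuclei gave at least 2848-fold more usable barcodes. A mitochondrial maximum of 20% admitted 20 and 2 whole cells barcodes. With no maximum, 68 and 269 were admitted.

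The fourth comparison set depth equal. At 500 UMIs per barcode the median was 29 genes in whole cells replicate 1 (562 barcodes used, 1600 left out as shallower) and 64 in whole cells replicate 2 (16565 used, 15935 left out). It was 384 and 391 in the nuclei libraries, with no barcode left out. The log2 ratio was 3.17 (exact two-sided permutation p = 0.333). This difference was not seen without mitochondrial genes. When mitochondrial genes were left out before thinning, the median was 423 and 434 genes in whole cells and 384 and 392 in nuclei, a log2 ratio of -0.14. That comparison used only the 14 and 100 whole cells barcodes with at least 500 non-mitochondrial UMIs. The effect of mitochondrial RNA was therefore not separated from that of the choice of barcodes.

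**Figure D3:**
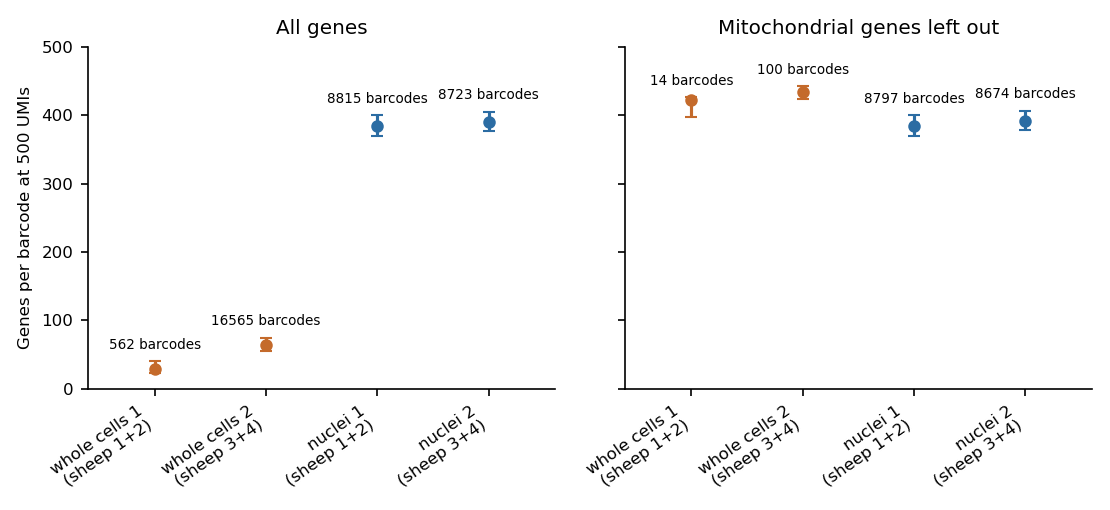
Genes per barcode after thinning to 500 UMIs (points are medians, bars the 25th to 75th percentiles), with all genes at left and mitochondrial genes left out at right; the number of barcodes used stands above each point. The whole cells medians are 29 and 64 genes at left and 423 and 434 at right, the latter over 14 and 100 barcodes.

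The fifth comparison tested gene by gene which RNAs differed in share between nuclei and whole cells. Of 15781 genes tested, 8231 had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 4695 (57.0%) were higher in nuclei and 3536 higher in whole cells. The split depended on the scaling. With library size alone, without a composition factor, 12537 genes were higher in nuclei (96.2% of calls) and 498 higher in whole cells, and the median log2 fold change over the same genes shifted by 3.06. With the animal pool as a block, 3225 and 2246 genes were called, and 5443 of these calls were shared with the fit without the block. Among the tested genes, 1690 had 0 counts in both whole cells libraries, and 591 of the genes called higher in nuclei were among them. Across the 15781 genes, which are not independent replicates, the Spearman correlation of CPM was 0.82 between the whole cells libraries and 0.98 between the nuclei libraries. It ranged from 0.54 to 0.67 between libraries of different kinds. Over the 1774 non-mitochondrial genes with at least 10 counts in each whole cells library, it was 0.74 between the whole cells libraries and 0.99 between the nuclei libraries, and 0.0061 to 0.108 between libraries of different kinds.

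The 5 genes named by rule as most raised in nuclei all had 0 counts in both whole cells libraries, so only lower bounds on their folds can be given. FSHR (ENSOARG00020003107) had 24206 and 58777 counts in nuclei, at least 538-fold higher than in whole cells (adjusted p = 8.01e-10, edgeR). NR6A1 (ENSOARG00020008843) was at least 185-fold higher, CCDC152 (ENSOARG00020006118) at least 181-fold, VOPP1 (ENSOARG00020015646) at least 142-fold and CASQ1 (ENSOARG00020015333) at least 138-fold. The largest adjusted p among these 5 was 4.62e-09. These bounds rest on the deeper whole cells library. Without whole cells replicate 2 they were at least 38.1-fold for FSHR, 13.1-fold for NR6A1, 12.8-fold for CCDC152, 10.1-fold for VOPP1 and 9.79-fold for CASQ1. The counts of FSHR also differed between the nuclei libraries. Its bound was 283-fold without nuclei replicate 2 and 854-fold without nuclei replicate 1. That of CASQ1 was 90.1-fold and 198-fold in the same order. The whole cells libraries were counted with another version of the counting program, and whether intronic reads were counted is not stated.

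The 5 genes named as most raised in whole cells had counts in all 4 libraries. S100B (ENSOARG00020013409) had a log2 fold change of -7.71 (SE 0.68, adjusted p = 1.30e-10), from 359 ± 176 CPM in whole cells to 1.73 ± 0.763 in nuclei (SD, n = 2). ADIRF (ENSOARG00020026372) had -6.69 (SE 0.60, adjusted p = 2.01e-10). MT3 (ENSOARG00020023684) had -6.94 (SE 0.73, adjusted p = 3.71e-09), with -5.15 in the pool of sheep 1 and 2 and -7.82 in the other. Without whole cells replicate 2 it was -5.28, and without whole cells replicate 1 it was -7.69. MT3 belongs to the metallothionein family, and its counts are uncertain as far as reads are shared between members. A pair of genes named Metazoa_SRP, copies of a signal recognition particle RNA, had -7.17 (ENSOARG00020021632) and -6.83 (ENSOARG00020020334). They are uncertain for the same reason. The first was at -7.77 without nuclei replicate 2 and the second at -6.07 without whole cells replicate 2. With library size alone the log2 fold changes were -4.71 for S100B, -3.71 for ADIRF, -3.88 for MT3 and -4.18 and -3.83 for the Metazoa_SRP genes (ENSOARG00020021632 and ENSOARG00020020334). With barcodes of at least 200 genes they were -4.60, -4.27, -3.94, -5.30 and -4.63 in the same order.

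Of the 18 gene sets, 5 passed an adjusted p of 0.05 by camera, all higher in whole cells relative to the other genes. Medians are given relative to the median of all tested genes, which was 1.56 on log2 CPM. Mitochondrially encoded genes (34 genes) lay at -11.81 (adjusted p = 6.14e-22) and ribosomal protein genes (53 genes) at -7.21 (adjusted p = 1.87e-43). Nuclear genes of oxidative phosphorylation (61 genes) lay at -4.40 (adjusted p = 1.30e-20). Astrocyte markers (6 genes) lay at -3.71 and immediate early and stress genes (21 genes) at -2.43, both with an adjusted p of 0.0323. All 5 sets went the same way in both pools. Fry tests a set against 0, where camera tests it against the other genes. The mitochondrial and ribosomal calls held under fry, each with an adjusted p of 0.0168, and the other 3 did not. Fry also called oligodendrocyte precursor markers (adjusted p = 0.0368) and endothelial markers (adjusted p = 0.0328), both higher in nuclei. Camera put the endothelial markers the other way, not past the threshold (adjusted p = 0.789, camera). Camera with library size alone called a sixth set, excitatory neuron markers, higher in whole cells relative to the other genes (adjusted p = 0.0169). With an estimated inter-gene correlation 0 sets passed, and the smallest unadjusted p was 0.0861. With the animal pool as a block, immediate early and stress genes no longer passed (adjusted p = 0.110). The relative direction of the 5 sets was the same with library size alone. Against 0, the medians of the mitochondrial (-7.31) and ribosomal protein genes (-2.71) also stayed negative, but those of the other 3 sets did not. There the median of the oxidative phosphorylation genes changed from -2.84 to 0.10, that of the astrocyte markers from -2.15 to 0.79 and that of the immediate early and stress genes from -0.87 to 1.77.

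The sixth comparison concerned cell classes. Clustering 16700 nuclei gave 17 clusters, of which 14 were named, as 8 classes, and 3 stayed unnamed. Oligodendrocyte-like nuclei were most frequent, at 46.2% of 8312 nuclei in replicate 1 (exact binomial 95% interval 45.1 to 47.3%) and 46.6% of 8388 in replicate 2 (45.5 to 47.7%). Medium spiny neuron-like nuclei, the projection neurons of the striatum, made up 17.3% (16.5 to 18.2%) and 18.1% (17.3 to 18.9%). Microglia-like nuclei made up 9.91% and 11.9%, oligodendrocyte precursor-like nuclei 7.09% and 9.36%, astrocyte-like nuclei 8.51% and 7.73% and interneuron-like nuclei 1.94% and 2.56%. For microglia and oligodendrocyte precursors the intervals of the libraries did not overlap, and with 1 nuclei library per pool no test was possible. Those of oligodendrocyte precursors stayed apart under all 6 other clustering settings. Those of microglia overlapped with doublets kept (10.2% and 10.4%), with the 8% highest doublet scores removed (9.30% and 9.77%) and at a 20% mitochondrial maximum (9.23% and 10.2%). A microglia-like cluster of 43 and 131 nuclei had IL1B among its leading genes. It also passed the naming thresholds with 4 astrocyte markers. Its median was 4726 and 6956 UMIs, against 1674 and 1486.5 in the larger microglia-like cluster. Doublets remained in replicate 2, so nuclei of mixed class were not excluded there. Neuron-like nuclei of no further class (0.517% and 0.0238%) and lymphocyte-like nuclei (0.132% and 0.107%) were few. The unnamed clusters held 2.08% and 0.0477%, 5.90% and 3.35%, and 0.385% and 0.274% of nuclei. The first and second of these had fewer than 3 markers of any class past the naming thresholds. The last, of 55 nuclei, passed them with 5 fibroblast and 5 mural markers and stayed unnamed because of the tie. The naming thresholds and the rule on ties were set after the data were seen. Of the 14 named clusters, 7 had no marker of their class among their 10 leading genes, among them all 4 medium spiny neuron-like clusters, whose names rest on 4 to 8 raised markers each. At resolution 0.5 no cluster was named for endothelial, mural, fibroblast, ependymal, erythrocyte or excitatory neuron markers. The first unnamed cluster had the excitatory neuron markers SLC17A6 and TBR1 among its leading genes. At resolution 1.0 another cluster, of 10 and 49 nuclei, was excitatory neuron-like with 5 markers.

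**Figure D4:**
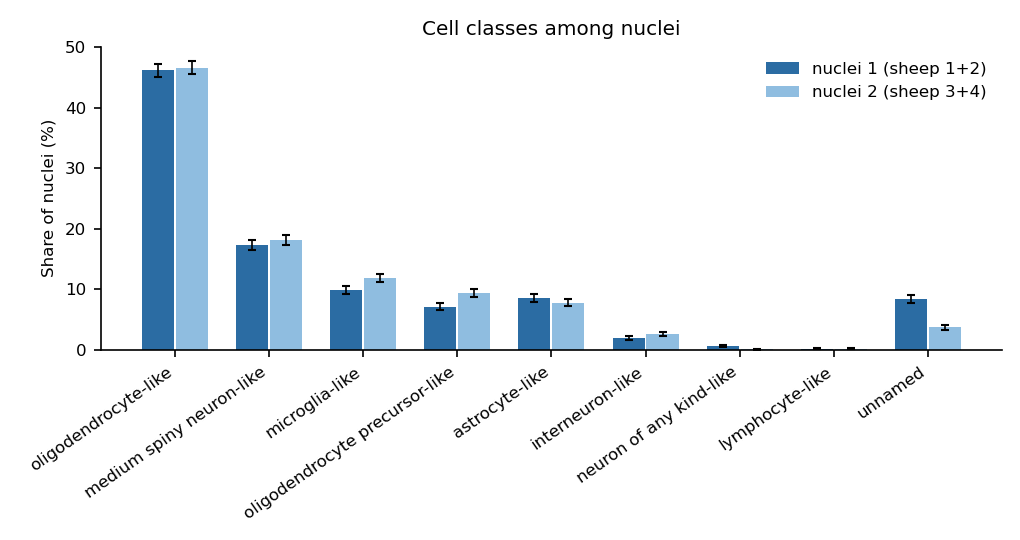
Share of nuclei in each class (percent, bars) in both nuclei libraries, with exact binomial 95% intervals as error bars, which cover counting error only. Oligodendrocyte-like nuclei make up 46.2% and 46.6% and medium spiny neuron-like nuclei 17.3% and 18.1%.

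The share of medium spiny neuron-like nuclei in replicate 2 rested on a cluster that came almost only from that library, with 911 of its 926 nuclei. This cluster depended on the settings. With at least 500 genes per nucleus the largest cluster of the class held 1167 nuclei of replicate 1 and 1195 of replicate 2, and with doublets kept it held 1234 and 1229. With 4000 variable genes the matching cluster was left unnamed because an endothelial marker was among its leading genes, and the share in replicate 2 was 6.20%, against 17.5% in replicate 1. At resolution 0.5, none of the 4 medium spiny neuron-like clusters could be assigned to the D1 or D2 type, which are told apart by their dopamine receptors. At resolution 1.0, 2 of 5 clusters could. The ratio of D1-like to D2-like nuclei was then 547 to 614 (0.891) in replicate 1 and 143 to 165 (0.867) in replicate 2, with 266 and 1197 nuclei unassigned. At resolution 0.5 with at least 500 genes, 1 cluster, the largest, was assigned to D2 and 0 nuclei to D1, and the same was seen with doublets kept. In both settings that cluster also had the D1 markers EBF1 and SLC35D3. The other 3 settings at resolution 0.5 assigned 0 clusters. DRD1 has no identifier under that name in the gene lists, so the D1 type rested on its other markers.

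No cell class was recovered from whole cells, since no barcode passed the filter, and lowering the minimum to 100 genes admitted 0. The 22 barcodes with at most 20% mitochondrial UMIs were too few to cluster. Without a mitochondrial maximum, 337 barcodes formed 3 clusters of 2 classes, oligodendrocyte-like (47 barcodes) and medium spiny neuron-like (142 and 148 barcodes). None of the leading genes of the cluster of 142 was a marker of its class, as in the medium spiny neuron-like clusters of nuclei.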

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

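The test of barcodes with at least 200 genes as an explanation was chosen only after the result was seen, and the test of sequencing depth was set beforehand.

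The number of barcodes moved in opposite directions in the pools of animals. Nuclei gave more barcodes than whole cells for sheep 1 and 2 (log2 ratio 2.03) and fewer for sheep 3 and 4 (-1.90). The difference between the pools was not tested, because each pool has 1 library of each kind. The nuclei libraries differed little, with 8815 and 8723 barcodes, so the opposite signs come from the 2162 and 32500 barcodes of the whole cells libraries. Deeper sequencing of whole cells replicate 2 was tested as a technical explanation. After its barcodes were thinned to the median of replicate 1 (348 UMIs), 31765 of the 32500 still reached the lowest UMI number of replicate 1 (249 UMIs). This decides nothing, because the lowest UMI numbers of the replicates (249 and 360) stood in the same ratio of 1.45 as their medians (348 and 504), so nearly all barcodes had to remain. The keeping of more barcodes with under 200 genes in whole cells replicate 2 was tested by leaving such barcodes out, which gave log2 ratios of 7.02 for sheep 1 and 2 and 5.02 for sheep 3 and 4. This decides nothing either, because only 68 and 269 whole cells barcodes had at least 200 genes, which fixes the sign in both pools, and the replicates still differed. Depth, the rule by which barcodes were kept, the number of cells loaded and the animals therefore cannot be told apart. The rule is not stated, and loading and animals were not tested.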

How the results depend on the processing

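Tests chosen only after the results were seen were those leaving mitochondrial genes out of the medians per barcode, using 11 named mitochondrial protein genes alone, TMM with singleton pairing, removing the 8% of nuclei with the highest doublet scores, and all settings for D1 and D2 clusters other than resolution 1.0.

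Across 289 alternative values, 216 kept their direction and side of the threshold or stayed within the replicate spread, 16 became weaker, 1 stronger, 54 moved and 2 reversed. The first reversal concerned the log2 ratio of barcodes, which was -1.89 without whole cells replicate 1 and ranged from -1.89 to 2.02 over the fits that each left out 1 library. Whole cells replicate 1 has 2162 barcodes and replicate 2 has 32500. The second concerned genes per barcode at 500 UMIs, where leaving out mitochondrial genes before thinning gave -0.14. Mitochondrial UMIs fill most of a whole cells barcode and fall on few genes, which may be the cause. But only 14 and 100 whole cells barcodes were deep enough, against 562 and 16565 with mitochondrial genes kept. Leaving out mitochondrial RNA and using other barcodes therefore cannot be told apart. The difference at 200 or 1000 UMIs was within the replicate spread of that at 500. The other 5 measures stayed within the replicate spread in all fits that left out 1 library.

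Counting only barcodes with at least 200 genes moved the log2 ratio of barcodes to 6.02, of median UMIs to 1.58, of median genes to 2.03 and of the mitochondrial share to -6.21. The 1000 deepest barcodes gave 5.06 for UMIs and 6.31 for genes. Without mitochondrial genes the ratio of median UMIs was 5.60. The mitochondrial share gave -6.84 as the median over barcodes and -6.25 from the 11 named genes. These changed in size and none changed direction; the cause was not tested. For usable barcodes, a 20% mitochondrial maximum gave 10.44 and no maximum 6.02, because more whole cells barcodes pass. Restricting to genes listed for both kinds removed no gene and gave no separate value.

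Counts of differing genes depended on scaling, with 12537 higher in nuclei and 498 higher in whole cells under library size alone. Barcodes with at least 200 genes left 1796 genes higher in whole cells. With the replicate block for animal pool, 2246 genes were higher in whole cells and 5471 were called in all. With it, immediate early and stress genes were no longer past the threshold (adjusted p = 0.110), and it changed no other gene set call and none of the named genes. DESeq2 called 6198 genes, 6174 of them shared with edgeR and in the same direction, and gave no adjusted p for 2754. Size factors of the DESeq2 kind in edgeR shifted the median log2 fold change by 0.15. The counts in each direction under the other alternatives (other size factors, no filter, genes by symbol, nuclei thinned to the whole cells totals, singleton pairing, mitochondrial and ribosomal genes left out) were within 1.5 times. The 10 named genes kept direction and threshold in all 98 alternatives with a test, though their size moved, as that of S100B from -7.71 to -4.71 with library size alone. In the 40 fits that each left out 1 library, which have no test, 24 values moved and none reversed. MT3 was at -5.28 without whole cells replicate 2. Lower bounds for the 5 genes at 0 counts in whole cells depended most on that library, without which the bound for FSHR fell to 38.1-fold, because the floor of 3 counts then refers to a shallower total.

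Gene sets past the threshold fell from 5 to 0 with an estimated correlation and to 3 with barcodes of at least 200 genes. Over the 5 sets, 11 of 25 alternatives were weaker, with adjusted p up to 0.940. Among the alternatives, fry asks another question than camera, being a test against 0. The cause was otherwise not tested.

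The share of oligodendrocyte-like nuclei, on average 46.4%, was 46.8% at resolution 1.0, 45.3% with doublets kept, 47.8% with the 8% highest doublet scores removed and 46.1% at a 20% mitochondrial maximum. Astrocyte-like nuclei, 8.12%, were 9.33% with doublets kept and 9.08% at the 20% maximum. Medium spiny neuron-like nuclei, 17.7%, were 12.1% with the 8% removed, 11.8% with 4000 variable genes and 11.4% at the 20% maximum. In these 3 settings the cluster found mostly in nuclei replicate 2 lost its name. Of 18 values for lesser classes and unnamed nuclei, 6 moved. Classes in whole cells rose from 0 to 2 with no mitochondrial maximum, because 337 barcodes then pass. The assigned D1 and D2 clusters rose from 0 to 2 at resolution 1.0, which divides clusters further. They rose to 1 with at least 500 genes and to 1 with doublets kept, where the cause was not tested. Clustering of whole cells at 100 genes, 20% mitochondrial UMIs or resolution 1.0 gave no separate classes, because 0, 22 and 0 barcodes passed.

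The alternatives on gene length and the block within a cell class were not run, since no gene lengths were used and no class had at least 50 barcodes in all 4 libraries. Depth limits whole cells replicate 1 most: it has 125974 non-mitochondrial UMIs, so a gene at 0 counts there is only not detectable at this depth.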

Other observations

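Tests chosen only after the result was seen were those of free RNA in droplets, of depth for genes with few counts, of the version of the counting program, of doublets and of the animal pools. Those of depth for the other genes, of UMIs per nucleus and of a shared state were set beforehand.

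Whole cells barcodes held few genes and mostly mitochondrial UMIs, and droplets with free RNA and no cell are a candidate explanation. If so, barcodes would differ from their library's mean profile by no more than chance. Each barcode was thinned to 50 non-mitochondrial UMIs and compared with that profile over 7 gene groups, those of 6 nuclei classes and the rest. A gene joined the class with its highest mean among the clustered nuclei if that was at least 2-fold above the next class. The comparison was a Monte Carlo chi-square test with 10000 draws at p 0.01, so that 1% depart by chance. Shallower barcodes were left out, 1465 of 2162 in whole cells replicate 1, 5389 of 32500 in whole cells replicate 2 and 0 in nuclei, so the test covers only the richer barcodes of whole cells. Among nuclei 54.0% and 50.8% departed, which is partly built in, because the gene groups came from these same nuclei. In whole cells replicate 2, 481 of 27111 barcodes (1.77%, exact 95% interval 1.62 to 1.94%) departed, and in whole cells replicate 1, 42 of 697 (6.03%, interval 4.38 to 8.06%). Both shares lie above chance and below the share simulated for cells, so free RNA and cells cannot be told apart in either library. Power was low. Simulated barcodes holding cells were drawn from a library's profile, shifted as the nuclei classes differ from all nuclei, and compared with their own mean. Built on whole cells replicates 1 and 2, they departed in 9.55% and 12.6% of cases. Unchanged ones, compared with the library's profile, departed in 0.8% and 0.85%. Built on nuclei replicates 1 and 2, the simulated cells departed in 30.6% and 32.4%, below the 54.0% and 50.8% observed. The share simulated for cells is therefore only a rough guide. An earlier statistic over single genes was discarded because it recovered few simulated barcodes. The gene groups, the simulation, both predictions and the reading of each library by itself were set after results had been seen. Damaged cells or debris of even composition were not told apart from free RNA. No biological explanation was tested.

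Of all non-mitochondrial genes, 10641 had 0 counts in both whole cells libraries. Lower depth was tested by thinning the nuclei libraries to the non-mitochondrial totals of the whole cells libraries of the same pools. Of 10873 genes with at least 10 counts in the thinned nuclei, 390 (3.59%) were at 0 in whole cells, where depth alone would give almost none. This argues against depth for these 390 genes. The thinned nuclei had 9339 genes at 0, and 7831 of the 10641 genes were among them. For the genes at 0 with under 10 counts in the thinned nuclei, lower depth and a lack of RNA cannot be told apart, since a gene without RNA is at 0 at any depth. In the other direction, 151 of 9961 genes with at least 10 counts in whole cells (1.52%) were at 0 in the thinned nuclei. At matched depth FSHR still had 42 and 2910 counts in nuclei and NR6A1 had 42 and 615. Counting of unspliced reads for nuclei alone may contribute. The number of whole cells libraries counted with the version used for nuclei is 0, so the counting program and the kind of library cannot be told apart. A difference in RNA between nuclei and whole cells stays open.

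A medium spiny neuron-like cluster held 911 nuclei of replicate 2 and 15 of replicate 1. Another large cluster of the class held 303 and 1155. With at least 500 genes per nucleus or with doublets kept, the largest cluster of the class instead drew 1167 and 1195 or 1234 and 1229 nuclei from replicates 1 and 2, so a separate cluster depends on these settings. UMIs per nucleus argue against being the whole cause. After 2583 nuclei of the class were thinned to 5000 UMIs and clustered again, 9 clusters held at least 100 nuclei. Of these, 4 still had over 90% of their nuclei from 1 library, up to 99.6%. Those from replicate 2 held 264 and 363 nuclei of the cluster in question, and those from replicate 1 held 0 and 9. A further 107 and 69 fell into mixed clusters, with 50.4% and 60.6% of nuclei from replicate 2. Doublets are unlikely. Removing the 8% of nuclei with the highest doublet scores left a matching cluster of 844 nuclei. These scores are a weak guide, since Scrublet called no doublet in this library, but the cluster's nuclei also had fewer UMIs (median 15973) than those of the other cluster in that library (38129), where doublets would have more. A state shared by several classes, such as 1 handled batch or 1 of the pooled animals would give, was tested within replicate 2. Log2 ratios between the oligodendrocyte-like clusters and between the medium spiny neuron-like clusters had a Spearman correlation of 0.239 across 5732 genes, between the values that would decide. With the oligodendrocyte-like clusters of replicate 1 it was -0.0866 across 4561 genes, and genes are not independent replicates. A difference between the animal pools cannot be told apart from a difference between libraries, with 1 nuclei library per pool. FSHR, looked at in clusters after its values were seen, had 31.6 UMIs per 10000 in this cluster and 5.29 and 5.32 in the other cluster in replicates 1 and 2. Oligodendrocyte-like nuclei had 0.0342 and 0.0975. The higher FSHR count of nuclei replicate 2 therefore lay largely in this cluster, with 50407 of 58777 counts.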
